A study of Mus musculus with 8 samples. Its data were reported in "Increased iron uptake by splenic hematopoietic stem cells promotes TET2-dependent erythroid regeneration" (2024).

How the data were processed

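RNA was measured in hematopoietic stem cells (HSCs) that the authors sorted from mice, in 8 libraries of 3 groups. Phenylhydrazine (PHZ), which destroys red blood cells and so causes hemolytic anemia, was given at 60 mg/kg in 2 injections. Cells were taken 3 days after the last injection from bone marrow (PHZ BM HSC, 3 libraries) and from spleen (PHZ SP HSC, 2 libraries). HSCs from the bone marrow of mice given no PHZ formed the control group (control BM HSC, 3 libraries). A sample's group and replicate number were taken from its title, and each table column was matched to a sample by its table, group and number. The columns of the marrow tables are named WBM (which can stand for whole bone marrow) where the titles and the table names say BM HSC. They were taken as sorted HSCs, which is also the cell type the samples' labels give, but the column names alone do not say so.

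Per the authors' methods, RNA was purified from sorted cells, turned into cDNA and amplified with SMART-Seq2, and made into libraries with a Nextera XT kit. The authors mapped the reads to the mouse genome build mm10 with STAR and computed differential expression with DESeq2. The gene counter, the annotation release and the handling of strand are not stated. Genes that overlap on the genome, genes antisense to another, and near-identical copies such as the globin genes could therefore share or lose reads, and their values are uncertain. The protocol has no molecular identifiers, so reads of PCR copies are not independent molecules, and limits given in reads cover counting error only.

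The authors deposited FPKM values (fragments per kilobase of gene length, scaled for sequencing depth) in a table per group, keyed by Entrez gene ID. The authors also deposited tables of their own DESeq2 comparisons, of PHZ SP HSC with each marrow group, with a log2 fold change and its standard error for each gene. These deposited tables give a p-value and an adjusted p-value per gene, and the largest adjusted p-values in them were 0.0492 against control BM HSC and 0.0499 against PHZ BM HSC. They were used only for description and are named as such where they appear.

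The FPKM tables turned out to have been scaled separately. The library factors of the control table matched median-of-ratios factors computed over the control BM and PHZ SP libraries (largest gap 0.000%), and those of the PHZ tables matched factors over the PHZ BM and PHZ SP libraries (0.000%). Low values of a gene were whole multiples of what 1 read is worth, so reads were worked back from them. All 110442 values above 0 came out whole, over 16729 genes. For 1119 genes, 32 of them tested, the reads came out too low by a whole factor. That factor was taken from the gene length in an outside annotation, and the reads were multiplied by it. Of the 10847 tested genes with an annotated length, 81.02% then had exactly that length. For the other genes, a common factor was not excluded. The FPKM values were then rescaled with a single set of median-of-ratios factors over all 8 libraries, which moved no library by more than 1.84%.

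The recovered reads ranged from 8223179 to 13213822 per library. The ribosomal RNA precursor gene Rn45s took 43.3% to 48.5% of them, and all other genes shared the rest, which limits the precision of low genes. Between 11449 and 12314 genes had at least 10 reads in a library.

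A test of raw counts by edgeR was planned before the data were examined and was not run, because the unit was FPKM. In its place, limma 3.58.1 in R 4.3.3 was used on log2(FPKM + 1), with the intensity trend and robust variance options. The pseudocount of 1 FPKM makes a fold change on this scale an understatement for low genes. Genes listed in all 3 tables (15142) were tested if they reached 1 FPKM in at least 2 libraries, which left 11347. All 8 libraries entered a single fit with group as the factor and no covariates, since the spleen group had only 2 libraries and the groups could share their estimate of the spread. Each of the 3 comparisons was tested two-sided, with Benjamini-Hochberg adjustment over all genes tested and a threshold of 0.05.

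Lists of genes were written before the data were examined. A list of 8 erythroid and iron genes was taken from the study. Another 5 lists were tested with camera (limma, inter-gene correlation 0.01): heme synthesis, red cell proteins, iron handling, proliferation and HSC identity. Their p-values were adjusted over the 15 tests of 5 lists in 3 comparisons. The lists of B cell, neutrophil, macrophage, T and NK cell, megakaryocyte and immediate early genes, and a list of sex-linked genes, served only to weigh technical explanations.

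The rule for named genes was also fixed before the data were examined. In each comparison, the 5 genes that rose and the 5 that fell with the smallest p-values were named, among those past the threshold with every library of a group above every library of the other. The rule was planned in depth-scaled counts and applied to FPKM. The genes of the study's list and Tet1, Tet2, Tet3, Gata1, Klf1, Epor and Procr were named whatever their values. Gene symbols and coordinates were taken from the RefSeq annotation of build mm10 (GRCm38), by Entrez gene ID.

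Python 3.11.15 with numpy 2.4.6 was used to work back the reads and to draw the plots. The steps were tested on simulated data. Only large changes were planted, in 5 simulations, so the recovery of smaller changes was not gauged. Pooled over these simulations, 973 changed genes were tested. Limma recovered 68.9% of them for PHZ SP HSC against control BM HSC and 69.6% for PHZ SP HSC against PHZ BM HSC. Of the calls, 4.3% and 4.0% were false. A comparison simulated without change gave a median of 0 calls. In camera, 10 of 10 sets of raised genes and 0 of 20 sets of unchanged genes passed 0.05, with 30 genes in each set.

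Alternatives changed a single choice at a time. They were no filter on low values, a filter of at least 10 reads in every library, a fit of only the 2 groups compared, the replicate number as a block, no robust variance, the FPKM values as deposited, a pseudocount of 0.1 FPKM, limma with voom weights on the recovered reads, scaling to the total reads outside Rn45s, removal of each library's trend on GC content and gene length, and each library left out in turn. For lists, fry and camera with an estimated correlation were run. The single-cell data and the methylation data of the study were not used here. Spleen HSCs of untreated mice were not part of its RNA-seq, as the paper states that they were too scarce.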

Results

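Hematopoietic stem cells (HSCs) give rise to all blood cells and in the adult mouse reside mainly in bone marrow. To examine how they respond to acute loss of red blood cells, RNA-seq was performed on HSCs of mice with hemolytic anemia caused by phenylhydrazine (PHZ). The data comprised 3 libraries of bone marrow HSCs from control mice (control BM HSC), 3 libraries of bone marrow HSCs from PHZ-treated mice (PHZ BM HSC) and 2 libraries of spleen HSCs from PHZ-treated mice (PHZ SP HSC). Spleen HSCs of untreated mice were not sequenced in this design, for which the paper gives the scarcity of the cells. Effects of tissue and of treatment on spleen HSCs could therefore not be separated. PHZ SP HSC differ from control BM HSC in both, and a difference from PHZ BM HSC could also be present without anemia. The libraries held 8223179 to 13213822 reads, of which Rn45s, a ribosomal RNA precursor, took 43.3% to 48.5%. Expression is given as FPKM, and fold changes are on the log2(FPKM + 1) scale, which understates changes of low genes.

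Libraries of a group correlated across the 11347 genes tested with r between 0.903 and 0.976, genes not being independent replicates. PHZ BM HSC replicates 1 and 2 were the closest pair, with r = 0.976. Their reads differed by 8.0 times the sampling noise (chi-square per degree of freedom) and those of other pairs within a group by 21.7 to 33.0 times. No pair agreed within sampling noise as a library deposited again would, and the 8 libraries were counted as the separate samples their labels give. This does not exclude that replicates 1 and 2 share a source, and the counts below depend on both.

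The comparison of PHZ SP HSC with control BM HSC asks what distinguishes splenic HSCs of anemic mice from resting marrow HSCs. Of 11347 genes, 86 differed at an adjusted p below 0.05 in limma. Of these, 71 were higher and 15 lower in PHZ SP HSC. Without adjustment, 1791 genes had p below 0.05, where chance gives 567. The alternative with all libraries that moved the count most was a pseudocount of 0.1 FPKM, with 39 genes. Leaving out PHZ BM HSC replicate 2, which enters only the shared estimate of the spread, gave 33 genes, and leaving out control BM HSC replicate 2 gave 43 and PHZ BM HSC replicate 1 gave 44. The lower calls nearly vanished in some alternatives. In a fit of only the 2 groups compared, 42 genes were higher and 2 lower. With no filter on low values these were 42 and 4. They were 41 and 3 without PHZ BM HSC replicate 1, and 30 and 3 without replicate 2. With the GC and length trend removed they were 78 and 25.

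The natural killer cell receptor gene Klrb1c (Entrez gene 17059, chromosome 6, 128778485 to 128788641, protein coding, build mm10) had 0.947 ± 0.423 FPKM (SD, n = 3) in control BM HSC, 2.58 ± 0.428 FPKM (n = 3) in PHZ BM HSC and 16.6 ± 2.61 FPKM (n = 2) in PHZ SP HSC. Its log2 fold change between PHZ SP HSC and control BM HSC was 3.19 ± 0.28 (SE, limma adjusted p = 0.000866). The calcium-binding protein gene S100a4 (Entrez gene 20198, chromosome 3, 90603770 to 90606045) rose from 31.1 ± 7.64 to 472 ± 62.3 FPKM, a log2 fold change of 3.91 ± 0.34 (adjusted p = 0.000866). The other named genes that rose were Wfdc17 (3.10 ± 0.32, chromosome 11, 83704056 to 83706269), Ctss (2.76 ± 0.28, chromosome 3, 95526786 to 95556405) and Lgmn (2.61 ± 0.25, chromosome 12, 102394082 to 102439728), each with an adjusted p of 0.00162. All 5 passed the threshold in each of the 6 tested fits that left out a library. Wfdc17 was also higher in PHZ BM HSC than in control BM HSC (2.69, limma adjusted p = 0.000881). Between the PHZ groups it did not pass (0.41, adjusted p = 0.620), while Klrb1c, S100a4, Ctss and Lgmn did. Bulk RNA does not place a transcript in a cell, so RNA of other sorted cells was not excluded for these genes.

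Among the genes that fell, the pseudogene 9030619P08Rik (Entrez gene 105892, chromosome 15, 75427606 to 75431829), whose reads related sequences can share, went from 55.5 ± 7.77 FPKM (SD, n = 3) to 21.3 ± 3.96 FPKM (n = 2), a log2 fold change of -1.34 ± 0.19 (SE, limma adjusted p = 0.00893). The calpain subunit gene Capns1 (Entrez gene 12336, chromosome 7, 30186934 to 30198883) went from 19.9 ± 1.44 to 7.28 ± 1.06 FPKM, also -1.34 on the log2 scale (adjusted p = 0.0133). Fhit (-2.29 ± 0.38, chromosome 14, 9550092 to 11162061), Frat2 (-1.60 ± 0.26, chromosome 19, 41845972 to 41848132) and Iqgap2 (-1.18 ± 0.20, chromosome 13, 95627177 to 95892280) had adjusted p-values of 0.0240, 0.0240 and 0.0261. These 3 calls were unstable when a library was left out. Of 6 tested fits, Fhit passed in 4, Frat2 in 3 and Iqgap2 in 2. Fhit was lost without control BM HSC replicate 1 or 2 (highest adjusted p 0.0646, without replicate 2). Frat2 was lost without control BM HSC replicate 3 (0.0628, the highest) or PHZ BM HSC replicate 1 or 2. Iqgap2 was lost without control BM HSC replicate 2 or 3 or PHZ BM HSC replicate 1 or 2 (highest 0.0693, without the last). Each of the 5 genes was also lost in another alternative. The fit of only the 2 groups compared lost Capns1 (adjusted p = 0.0569), Frat2 (0.114) and Iqgap2 (0.116). Voom lost 9030619P08Rik (0.0531), Frat2 (0.1465) and Fhit (0.149). The replicate number as a block lost Frat2 (0.0606) and Iqgap2 (0.0550), and no filter on low values lost Fhit (0.05625).

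The study singled out 8 erythroid and iron genes. Of these, 5 averaged at least 1 FPKM in control BM HSC. All 8 were higher in PHZ SP HSC than in control BM HSC, with a median log2 fold change of 1.91. Over all genes tested, 4 of them passed the threshold (Cldn13, Slc4a1, Tfrc and Ermap), and 7 did when adjusted over the list alone. Without control BM HSC replicate 2, PHZ BM HSC replicate 1 or PHZ BM HSC replicate 2, the 4 became 2. The study chose the list on these samples, so it is not independent evidence. The anion exchanger gene Slc4a1 (Entrez gene 20533, chromosome 11, 102348820 to 102365281) had 2.86 ± 1.07 FPKM (SD, n = 3) in control BM HSC and 20.5 ± 1.98 FPKM (n = 2) in PHZ SP HSC, a log2 fold change of 2.51 ± 0.31 (SE, limma adjusted p = 0.00390). Cldn13 (Entrez gene 57255, chromosome 5, 134914250 to 134915530) had 0.444 ± 0.523 FPKM in control BM HSC, from 0 to 14 reads, and 13.2 ± 2.95 FPKM in PHZ SP HSC, a log2 fold change of 3.34 ± 0.34 (adjusted p = 0.00162). Slc4a1 and Cldn13 passed in each tested fit that left out a library. Bulk RNA does not place a transcript in a cell, so for these genes, and for Tfrc, Ermap and Klf1 below, RNA of other sorted cells was not excluded.

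The transferrin receptor gene Tfrc (Entrez gene 22042, chromosome 16, 32608896 to 32632794) had 1.99 ± 1.34 FPKM (SD, n = 3) in control BM HSC, 3.97 ± 1.08 FPKM (n = 3) in PHZ BM HSC and 10.4 ± 1.31 FPKM (n = 2) in PHZ SP HSC. Its log2 fold change between PHZ SP HSC and control BM HSC was 2.04 ± 0.38 (SE, limma adjusted p = 0.0411). It passed in 3 of the 6 tested fits that left out a library, with an adjusted p of 0.0712 without control BM HSC replicate 2, and in 7 of the 10 other alternatives, whose adjusted p-values ran from 0.0201 to 0.101. Ermap (Entrez gene 27028, chromosome 4, 119175457 to 119190013) had a log2 fold change of 1.78 ± 0.34 (adjusted p = 0.0470). It passed in 1 of the 6 fits that left out a library, with an adjusted p of 0.0895 without PHZ BM HSC replicate 2. Ermap also passed in 5 of the 9 other alternatives that tested it (0.0352 to 0.144). The other 4 genes did not pass. Their log2 fold changes were 2.34 for Car1 (adjusted p = 0.158), 1.31 for Add2 (0.0895), 1.21 for Alas2 (0.122) and 0.46 for Slc25a37 (0.461). The 2 spleen libraries were far apart for Car1, at 80.5 and 16.3 FPKM, and its fold change was 1.22 without PHZ SP HSC replicate 1 and 3.46 without replicate 2. That of Slc25a37 was 0.84 without PHZ SP HSC replicate 1 and 0.09 without replicate 2.

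**Figure D1:**
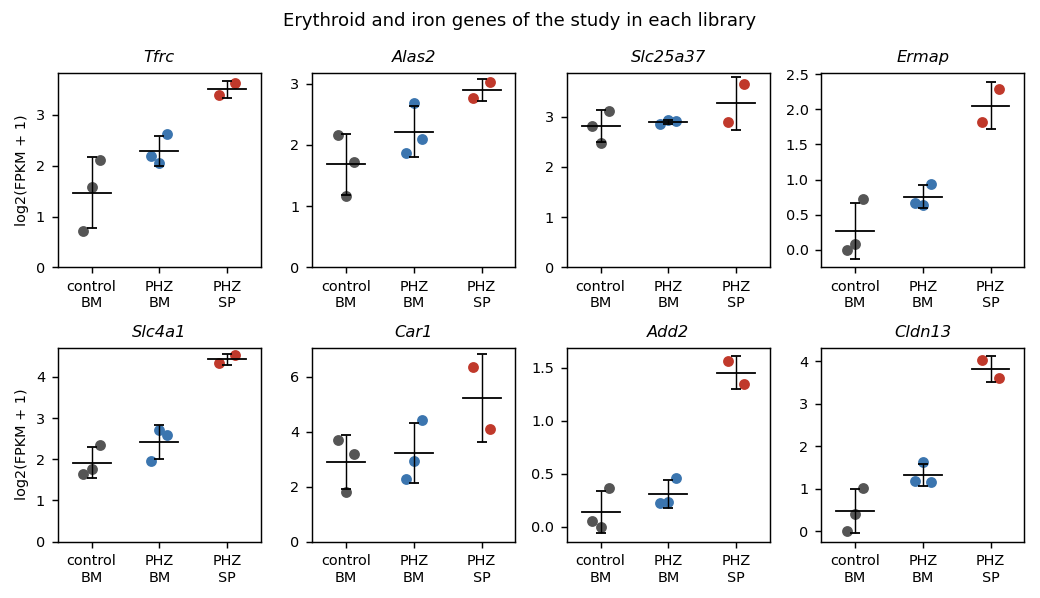
Expression of the 8 erythroid and iron genes of the study in each library, as log2(FPKM + 1) on the vertical axes, which differ between genes, for control BM HSC (grey, n = 3), PHZ BM HSC (blue, n = 3) and PHZ SP HSC (red, n = 2). Points are libraries, horizontal lines are group means and bars are SD; both PHZ SP HSC libraries lie above every control library for 7 of the 8 genes, and for Slc25a37 the groups overlap.

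PHZ SP HSC were next compared with PHZ BM HSC, which asks how HSCs of the spleen differ from those of the marrow when both come from anemic mice. In limma, 111 genes passed the threshold, 69 higher and 42 lower in PHZ SP HSC, and 1530 genes had p below 0.05 without adjustment. With no filter on low values the count was 62, and in a fit of only the 2 groups compared it was 157. Without PHZ BM HSC replicate 1 the count fell to 20, and without replicate 2 to 30. S100a4 (3.29 ± 0.34, SE), Klrb1c (2.30 ± 0.28) and Lgmn (2.07 ± 0.25) were again among the genes that rose, with limma adjusted p-values of 0.00389, 0.00477 and 0.00520. They were joined by the mitotic kinase gene Pbk (Entrez gene 52033, chromosome 14, 65805911 to 65817822), with 3.86 ± 2.08 FPKM (SD, n = 3) in PHZ BM HSC and 31.0 ± 7.13 FPKM (n = 2) in PHZ SP HSC, and by the ribonucleotide reductase gene Rrm2 (Entrez gene 20135, chromosome 12, 24708254 to 24714146), with 3.37 ± 0.756 and 29.3 ± 11.7 FPKM. Their log2 fold changes were 2.78 ± 0.30 and 2.75 ± 0.31 (adjusted p = 0.00389 for each).

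The genes that were lower in PHZ SP HSC than in PHZ BM HSC by the smallest p-values were all immediate early genes, which are transcribed within minutes of a stimulus, including handling, whose time was not measured. Fos (Entrez gene 14281, chromosome 12, 85473890 to 85477274) had 2.04 ± 0.923 FPKM (SD, n = 3) in control BM HSC, 151.5 ± 10.6 FPKM (n = 3) in PHZ BM HSC and 9.95 ± 5.46 FPKM (n = 2) in PHZ SP HSC. Its log2 fold change between PHZ SP HSC and PHZ BM HSC was -3.89 ± 0.32 (SE, limma adjusted p = 0.00102). Fosb (-2.73, chromosome 7, 19302696 to 19310118), Junb (-1.83, chromosome 8, 84976909 to 84978748), Zfp36 (-1.69, chromosome 7, 28376784 to 28379228) and Ier2 (-1.49, chromosome 8, 84661331 to 84662852) had adjusted p-values between 0.00389 and 0.00416. The 10 genes named by rule in this comparison passed in every tested fit that left out a library.

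Of the 8 erythroid and iron genes, all were higher in PHZ SP HSC than in PHZ BM HSC, with a median log2 fold change of 1.26. Only Cldn13 (2.49 ± 0.34, SE, limma adjusted p = 0.0102) and Slc4a1 (2.01 ± 0.31; 0.0140) passed over all genes tested, and 6 did when adjusted over the list alone. Without PHZ BM HSC replicate 1, neither passed (0.0557 and 0.0629). Tfrc had a log2 fold change of 1.22 and an adjusted p of 0.177, and the 0.37 of Slc25a37 became -0.005 without PHZ SP HSC replicate 2.

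PHZ BM HSC were compared with control BM HSC to ask what anemia changes in HSCs that stay in the marrow. This comparison gave the most calls, with 311 genes past the threshold in limma, 168 higher and 143 lower in PHZ BM HSC, and 1886 genes at an unadjusted p below 0.05. It was also the only comparison with 3 libraries on each side. The count was 205 with no filter on low values, 114 without PHZ BM HSC replicate 2, 120 without PHZ BM HSC replicate 1 and 181 without control BM HSC replicate 1. The genes that rose were Fos (log2 fold change 5.69 ± 0.29, SE), Zfp36 (3.32 ± 0.18), Junb (3.14 ± 0.18), Jun (3.45 ± 0.24, chromosome 4, 95049036 to 95052222) and Ier2 (2.24 ± 0.16), with limma adjusted p-values from 4.25e-06 to 3.32e-05. The genes that fell encode proteins of cell division. Pbk went from 36.6 ± 2.69 FPKM (SD, n = 3) to 3.86 ± 2.08 FPKM (n = 3), a log2 fold change of -3.03 ± 0.27 (adjusted p = 0.000281). Pimreg (-2.81, chromosome 11, 72042428 to 72047372), Ankle1 (-2.67, chromosome 8, 71405986 to 71410728), Cep55 (-2.42, chromosome 19, 38054970 to 38074425) and Cenph (-2.38, chromosome 13, 100759674 to 100775903) followed with adjusted p-values between 0.000881 and 0.00127. All 10 passed in each of the 8 fits that left out a library.

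None of the 8 erythroid and iron genes passed between PHZ BM HSC and control BM HSC, over all genes tested or adjusted over the list alone (0 in each case), and 2 had p below 0.05 without adjustment. All 8 had higher means in PHZ BM HSC, with a median log2 fold change of 0.49. The direction was not firm for Car1, whose fold change of 0.32 became -0.22 without control BM HSC replicate 2 and -0.28 without PHZ BM HSC replicate 3, or for Slc25a37, whose 0.09 became -0.07 without control BM HSC replicate 2.

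Each pair of comparisons shares libraries, so some overlap arises without any effect. Fold changes of PHZ SP HSC and of PHZ BM HSC against the shared control libraries correlated across genes with r = 0.529, where simulated groups without change gave 0.448 ± 0.013 (SD over 50 simulations). They shared 26 genes past the threshold, all 26 in the same direction. Fold changes of PHZ SP HSC against its 2 references correlated with r = 0.542, below the simulated 0.599 ± 0.010, and 29 genes passed in both, 26 in the same direction. Fold changes of PHZ SP HSC against PHZ BM HSC and of PHZ BM HSC against control BM HSC correlated with r = -0.426, where simulation gave -0.448 ± 0.011. Of the 59 genes past the threshold in both, 58 went in opposite directions, with PHZ BM HSC as the highest or the lowest group. In the simulations no gene passed in 2 comparisons (maximum 0). They held no changed gene, so this cannot gauge how many shared calls come from shared libraries where real changes exist. Genes were also drawn as independent, so the SDs leave out deviations that many genes of a library have in common.

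To test groups of genes in place of single ones, 5 lists were compared with all other genes by camera. The list of red cell proteins (27 of its 34 genes tested, 17 with a mean of at least 1 FPKM in control BM HSC) was higher in PHZ SP HSC than in control BM HSC, with a median log2 fold change of 1.40 and 26 of 27 genes higher (camera adjusted p = 7.43e-18). Its median was 1.30 against PHZ BM HSC, with 23 of 27 genes higher (adjusted p = 6.15e-14). Between PHZ BM HSC and control BM HSC the median was 0.35, with 24 of 27 higher (adjusted p = 0.00497). The alternative that moved the first median most was voom on the recovered reads, which adds no 1 FPKM to the values and raised it by 1.11. The filter of at least 10 reads in every library gave 0.67. The list of heme synthesis genes (15 genes) had medians of 0.45 and 0.37 in PHZ SP HSC against control BM HSC and PHZ BM HSC (adjusted p = 0.000987 for each), and 0.03 between the marrow groups (0.916). Of the list's 15 genes, 2 are also in the study's list, as are 5 of the 34 red cell proteins and 2 of the 25 iron handling genes. The list of iron handling genes (21 tested) passed in no comparison, with medians of 0.03 (adjusted p = 0.408), -0.12 (0.829) and 0.25 (0.176). With a library left out, the first ran from -0.01 (without control BM HSC replicate 1) to 0.20 (without PHZ SP HSC replicate 2). The second ran from -0.22 (without PHZ SP HSC replicate 1) to -0.05 (without PHZ SP HSC replicate 2 or PHZ BM HSC replicate 3). The third was 0.07 without control BM HSC replicate 1 and 0.09 without PHZ BM HSC replicate 3, and the 0.03 of heme synthesis between the marrow groups was -0.07 without control BM HSC replicate 2.

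The list of proliferation genes was lower in PHZ BM HSC than in either other group. All 40 genes were lower than in control BM HSC, with a median log2 fold change of -1.52 (camera adjusted p = 2.03e-31), and all 40 were lower than in PHZ SP HSC, where the median in favour of the spleen was 1.34 (adjusted p = 7.50e-28). PHZ SP HSC and control BM HSC did not differ past the threshold, with a median of -0.17, 12 genes higher and 28 lower (adjusted p = 0.146). That last result depended on the libraries. Without control BM HSC replicate 2 the adjusted p was 0.00651, and without replicate 3 the median was 0.01. The list of HSC identity genes (29 tested) had medians of 0.27 in PHZ SP HSC (adjusted p = 0.00614) and 0.24 in PHZ BM HSC (0.0144) against control BM HSC, and -0.04 between the PHZ groups (0.668). The -0.04 became 0.04 without PHZ BM HSC replicate 1 and -0.08 without PHZ SP HSC replicate 2. Without control BM HSC replicate 3, neither of the differences from control BM HSC passed (0.144 and 0.325) and the median of PHZ BM HSC was 0.13, and without PHZ BM HSC replicate 1 that of PHZ BM HSC did not (0.0833).

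The calls for heme synthesis and red cell proteins in PHZ SP HSC held under fry and under camera with an estimated correlation. Those for proliferation, and for red cell proteins between the marrow groups, held under fry but not under an estimated correlation, and those for HSC identity held under neither.

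**Figure D2:**
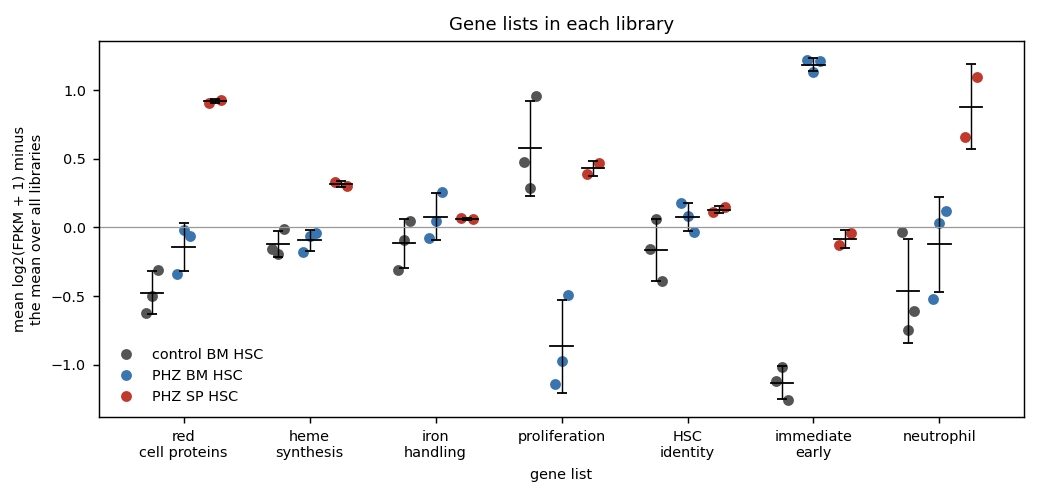
Level of 7 gene lists in each library, as the mean over a list's genes of log2(FPKM + 1) minus the mean over all libraries (vertical axis), for control BM HSC (grey, n = 3), PHZ BM HSC (blue, n = 3) and PHZ SP HSC (red, n = 2), with group means as horizontal lines and SD as bars. Both PHZ SP HSC libraries lie at 0.91 and 0.93 for red cell proteins, above all marrow libraries, while the 3 PHZ BM HSC libraries lie lowest for proliferation, from -1.14 to -0.49.

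The study also addresses TET2, an enzyme that oxidizes methylated cytosine. The paper reports more TET2 protein in splenic HSCs after PHZ, but no significant difference in Tet2 mRNA by quantitative PCR. Only RNA was measured here, so the values below do not bear on the protein. Tet2 (Entrez gene 214133, chromosome 3, 133463677 to 133545136) was read at 1.85 ± 0.317 FPKM (SD, n = 3) in control BM HSC, 2.39 ± 0.472 FPKM (n = 3) in PHZ BM HSC and 2.02 ± 0.231 FPKM (n = 2) in PHZ SP HSC. Its log2 fold change between PHZ SP HSC and control BM HSC was 0.09 ± 0.27 (SE, limma adjusted p = 0.911), a difference smaller than its error. The values were 0.08 (adjusted p = 0.922) for Tet1 and -0.40 (0.503) for Tet3. They became -0.10 for Tet1 without PHZ SP HSC replicate 1 and -0.21 for Tet3 without replicate 2. The erythroid transcription factor gene Klf1 (Entrez gene 16596, chromosome 8, 84901982 to 84905291) had 1.72 ± 1.18 FPKM in control BM HSC and 9.33 ± 1.11 FPKM in PHZ SP HSC, a log2 fold change of 2.01 ± 0.36 (adjusted p = 0.0361). It passed in 3 of the 6 tested fits that left out a library, with an adjusted p of 0.0712 without control BM HSC replicate 2. Klf1 also passed in 6 of the 10 other alternatives (0.0233 to 0.0977). Gata1 (0.88; adjusted p = 0.293) and Epor (0.61; 0.572), the erythropoietin receptor gene, did not pass. The value of Epor turned on the spleen libraries, being 0.06 without PHZ SP HSC replicate 1 and 1.17 without replicate 2. Procr, which encodes the HSC surface marker EPCR, had 32.4 to 48.8 FPKM in control BM HSC and 80.4 ± 9.26 FPKM in PHZ SP HSC, with an adjusted p of 0.0582. It passed in 1 of the 6 fits that left out a library (lowest adjusted p 0.0455) and in 2 of the 10 other alternatives (0.0439 to 0.104).

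The calls were set beside the authors' own. The authors' deposited table for PHZ SP HSC against control BM HSC lists 110 genes, 82 higher and 28 lower in the spleen. Of these genes 107 were tested here and all 107 had the same direction, 43 of them past the threshold and 101 with p below 0.05 without adjustment. The other 43 of the 86 genes called here were not in that table. The authors' deposited table for PHZ SP HSC against PHZ BM HSC lists 412 genes, 269 higher and 143 lower. Of these, 409 were tested here, all 409 in the same direction, 92 past the threshold and 334 with p below 0.05 without adjustment, and 19 of the 111 genes called here were not in it. The 43 shared calls became 22 without PHZ BM HSC replicate 2, 23 without control BM HSC replicate 2, and 28 without control BM HSC replicate 1 or PHZ BM HSC replicate 1. The 92 became 19 without PHZ BM HSC replicate 1 and 25 without replicate 2. The authors' deposited table gives Tfrc a log2 fold change of 3.18 ± 0.54 (SE), Slc4a1 3.19 ± 0.41 and Cldn13 6.77 ± 1.51 against control BM HSC.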

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

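No tests of causes are given here, and the tests of causes in the other parts are marked there. The alternatives with a pseudocount of 0.1 FPKM, with voom on the recovered reads, with scaling to the total reads outside Rn45s, and with the GC and length trend removed were chosen after seeing the data, and the other alternatives were planned before the data were examined. The planned tests by edgeR quasi-likelihood with TMM or RLE scaling and by DESeq2 were not run because the files hold FPKM. Why an alternative moved a result was not tested, except where it follows by construction.

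Of the set tests under alternatives, 266 were the same, 12 were weaker and 2 were stronger. Of the counts 99 were the same and 33 moved. Of 1832 tested values of named genes, 1715 were the same, 87 weaker, 15 stronger and 15 reversed. Another 148 values, of the spleen with a spleen library left out, have no test. Of these, 124 moved by less than the SD between replicates and 24 by more, and 5 changed sign.

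Without the filter on low values, 46 genes passed between PHZ SP HSC and control BM HSC, 62 between PHZ SP HSC and PHZ BM HSC and 205 between the marrow groups. Calls shared with the authors' deposited table were then 22 and 41. By construction, more low genes enter the adjustment. With at least 10 reads in every library, the study's list had 2 genes past the threshold against control BM HSC and 1 against PHZ BM HSC, as genes with few control reads leave the test. The red cell list between the marrow groups then had an adjusted p of 0.176 in camera. A fit of only the groups compared gave 44 genes between PHZ SP HSC and control BM HSC, 2 of them from the study's list. The same kind of fit gave 157 genes between PHZ SP HSC and PHZ BM HSC and 276 between the marrow groups.

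The expression values gave no sign that replicate numbers pair the samples, as the deviations of same-numbered libraries from their group means correlated with r from -0.008 to 0.060. Whether same-numbered libraries were prepared together is not stated. With the number as a block, 73, 112 and 294 genes passed in the order used above. They included only 48, 76 and 259 of the 86, 111 and 311 genes reported. The HSC identity list then had an adjusted p of 0.119 between PHZ SP HSC and control BM HSC. Tet1 between PHZ SP HSC and PHZ BM HSC took a log2 fold change of -0.004.

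With the correlation estimated in camera, the adjusted p of proliferation was 0.0743 between PHZ SP HSC and PHZ BM HSC and 0.0704 between the marrow groups, that of red cell proteins 0.148 between the marrow groups, and those of HSC identity 0.397 and 0.428 for PHZ SP HSC and PHZ BM HSC against control BM HSC. Under fry, HSC identity had 0.151 in both of these comparisons.

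A pseudocount of 0.1 FPKM gave 39 genes between PHZ SP HSC and control BM HSC, 23 of them shared with the authors' deposited table, and left 2 genes of the study's list against control BM HSC and 1 against PHZ BM HSC. Limma with voom gave 65 genes between PHZ SP HSC and PHZ BM HSC, with 1 from the study's list, and an adjusted p of 0.0175 for lower proliferation in PHZ SP HSC than in control BM HSC. With the GC and length trend removed, the log2 fold changes of Iqgap2 and Tet3 between the marrow groups reversed to 0.071 and -0.050.

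Leaving out each library in turn gave 33 to 83 genes between PHZ SP HSC and control BM HSC, 20 to 148 between PHZ SP HSC and PHZ BM HSC, and 114 to 306 between the marrow groups. Leaving out a spleen library leaves no test for the spleen, so its comparisons had 6 tested fits. The study's list had 2 to 4 genes past the threshold against control BM HSC and 0 to 2 against PHZ BM HSC, and calls shared with the authors' deposited table ran from 22 to 48 and from 19 to 122. The adjusted p of HSC identity ran from 0.000662 to 0.144 for PHZ SP HSC and from 0.00128 to 0.325 for PHZ BM HSC against control BM HSC. That of proliferation between PHZ SP HSC and control BM HSC ran from 0.00651 to 0.863.

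Some small log2 fold changes reversed when a library was left out. Between PHZ SP HSC and control BM HSC, Fosb ran from -0.425 to 0.124 and Cep55 from -0.450 to 0.067. Tet1 there was 0.08 and became -0.098 without PHZ SP HSC replicate 1. Between PHZ SP HSC and PHZ BM HSC, Tet1 ran from -0.158 to 0.190 and Slc25a37 from -0.005 to 0.746. Between the marrow groups, Car1 ran from -0.277 to 0.786, Tet3 from -0.064 to 0.121, Tet1 from -0.048 to 0.127 and Slc25a37 from -0.069 to 0.25.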

Other observations

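What each of the tests below would show was written only after the result was seen, and all of them but the count of splits were also chosen only then.

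The 311 genes called between PHZ BM HSC and control BM HSC were set against other splits of the 6 marrow libraries into 3 and 3. The real split gave 276 calls in a fit of these libraries, and none of the other 9 splits gave any (0 calls, 239 to 623 genes at an unadjusted p below 0.05). The real split is thus 1 of 10. With so few splits the share cannot go below 0.1, so this count alone decides nothing about chance. In data simulated without change, the same comparison gave a median of 0 calls, but genes were drawn as independent there.

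Fold changes in the authors' deposited table for PHZ SP HSC against control BM HSC were larger than the log2 ratio of group means of the FPKM values for 70 of 94 genes. For Tfrc the authors' deposited table gives 3.18, the group means give 2.39, and the mean log2 ratio of same-numbered libraries gives 3.19. The tables argue against an analysis that left out replicate 3 and compared group means. Against control BM HSC, 84 of 94 genes lie nearer the mean of same-numbered pairs than the ratio of means without that replicate, and against PHZ BM HSC 299 of 405 do, with 106 nearer the means. Most genes separate these poorly (median gaps of 0.001 and 0.008, and of 0.004 and 0.008). Of the genes for which they lie at least 0.1 apart, 7 of 7 and 33 of 33 were nearer the pairs. Replicate number as a block in the authors' fit remains a candidate explanation. It goes with 98.9% of the 94 genes lying nearer the mean of pairs than the ratio of group means, and with 99.5% of 405 genes against PHZ BM HSC. Not every gene was scored, as the authors' deposited tables list 110 and 412 genes. Against control BM HSC the mean of pairs was infinite for Ermap, Add2 and Cldn13, which have 0 reads in a control library. Pairs leave out the third marrow libraries by construction, and a fit of replicates 1 and 2 alone on the log scale would give the same values, which also stays open. The paper's reporting summary states that no data were excluded. That speaks against a fit of replicates 1 and 2 alone, but it does not name these libraries. The methods name no covariates, so the authors' model itself was not seen.

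Immediate early genes were higher in PHZ BM HSC than in control BM HSC. The median log2 fold change of 15 tested genes was 2.24, with 12 genes past the threshold, while 10000 random lists of matched expression, GC content and length gave -0.41 to 0.60. The tables argue against scaling, which moves genes of a level alike, since the list lay 1.64 beyond the highest of the matched lists, and against a bias by GC content or gene length, since the list's median was still 2.11 with the trend removed. Longer time or handling between killing and lysis of the PHZ BM cells may raise these genes and stays open. The list was also higher in PHZ SP HSC than in control BM HSC, with a median of 1.30, but the tables hold no measure of handling time. An effect of the treatment on marrow HSCs also stays open and was not tested.

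Proliferation genes were lower in PHZ BM HSC than in both other groups, with medians of -1.52 against control BM HSC and, for PHZ SP HSC over PHZ BM HSC, 1.34. Random lists of matched genes gave -0.32 to 0.26 and -0.24 to 0.29. The tables argue against scaling, as the list lay 1.05 beyond the highest of the matched lists between PHZ SP HSC and PHZ BM HSC, and against GC content or length, as the list's median against control BM HSC was -1.40 with the trend removed. They also argue against fewer cycling red cell precursors among the PHZ BM cells, as the red cell list did not fall (0.35). Fewer cycling progenitors of another kind may account for the pattern. The HSC list rose by a median of 0.24, but the tables hold no markers for each kind of progenitor, which keeps this open. A response of marrow HSCs to the treatment stays open as well and was not tested.

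Red cell and neutrophil genes were both higher in PHZ SP HSC than in control BM HSC. The tables argue against GC content or length, as the red cell list's median was 1.36 with the trend removed, and against a much lower share of HSCs among the sorted spleen cells, as the HSC list did not fall (0.27). RNA of red cell precursors or neutrophils among the sorted spleen cells could contribute and stays open, as the neutrophil list had a median of 1.43 and bulk RNA cannot place a transcript in a cell. A difference between HSCs of the tissues stays open too and was not tested. In these libraries, this limits Tfrc, Slc4a1, Cldn13, Ermap and Klf1 alike. The paper's reporting summary states that HSCs checked after sorting were highly pure, but it does not name these libraries. For Tfrc, the paper also reports by flow cytometry that a subset of splenic HSCs carried its protein CD71 after PHZ. Its quantitative PCR of sorted HSCs, again in bulk, found Slc4a1, Cldn13, Ermap and Tfrc induced.

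Abundant genes of such cells varied. Hbb-b1 had 1135 and 1345 FPKM in PHZ SP HSC and 179.7 to 449.3 FPKM in the marrow libraries, where reads of the near-identical globin genes are uncertain. S100a8 had 586.6 and 786.2 FPKM in PHZ SP HSC and 143.9 to 340.7 FPKM in the marrow libraries.

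The lists of cell markers were described by their medians and the genes past the threshold in limma. In PHZ SP HSC against control BM HSC the neutrophil list of 15 tested genes had 1.43 with 3 genes past it, where random lists of matched genes gave -0.51 to 0.75. The T and NK cell list of 4 genes had 0.96 and the B cell list of 9 genes 0.16, each with 1 gene past it. These turned on a spleen library, with 0.18 and -0.06 without PHZ SP HSC replicate 1. The macrophage list (0.04) and the sex-linked list (0.21) had no gene past it, and the megakaryocyte list (-0.18) had 1. Without PHZ SP HSC replicate 2 the macrophage list had -0.44 and the megakaryocyte list -0.57, and without replicate 1 the latter had 0.20. Against PHZ BM HSC the neutrophil list had 1.26, the B cell list 0.62, the T and NK cell list 0.65, the macrophage list -0.03, the megakaryocyte list -0.24, the sex-linked list 0.20 and the immediate early list -1.49. The T and NK cell list then became -0.14 and the macrophage list 0.19 without PHZ SP HSC replicate 1, and the B cell list 0.38 without PHZ BM HSC replicate 3. The sex-linked list became 0.10 without PHZ SP HSC replicate 2, and the megakaryocyte list -0.14 without replicate 1. The sign of the megakaryocyte median there was not firm. In that list 1 gene was at the floor of 3 reads in a group, and the median was 0.19 with its change taken as a limit. Between the marrow groups the neutrophil list had 0.41, which became -0.09 without PHZ BM HSC replicate 3, the T and NK cell list 0.32, the B cell list -0.27, the megakaryocyte list -0.20, and the macrophage and sex-linked lists 0.02 each. Of these, the T and NK cell list became -0.11 without control BM HSC replicate 1, and the B cell list -0.48 and the sex-linked list -0.03 without control BM HSC replicate 3. The megakaryocyte list became -0.04 without control BM HSC replicate 2 and the macrophage list -0.31 without PHZ BM HSC replicate 2.

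Hmox1, which degrades heme, had 63.1 FPKM from 1428 reads in PHZ BM HSC replicate 3 and 1.81 to 10.4 FPKM in all other libraries. Xist had 0.987 and 1.06 FPKM in the PHZ SP HSC libraries and 0.0431 to 0.266 FPKM in the marrow libraries, while Ddx3y of the Y chromosome had 3.49 to 7.04 FPKM in every library. The causes were not tested.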
